# Genomics of CpG Methylation in Developing and Developed Zebrafish

**DOI:** 10.1534/g3.113.009514

**Published:** 2014-03-21

**Authors:** David M. McGaughey, Hatice Ozel Abaan, Ryan M. Miller, Peter A. Kropp, Lawrence C. Brody

**Keywords:** methylation, epigenetics, zebrafish, development, one-carbon metabolism

## Abstract

DNA methylation is a dynamic process through which specific chromatin modifications can be stably transmitted from parent to daughter cells. A large body of work has suggested that DNA methylation influences gene expression by silencing gene promoters. However, these conclusions were drawn from data focused mostly on promoter regions. Regarding the entire genome, it is unclear how methylation and gene transcription patterns are related during vertebrate development. To identify the genome-wide distribution of CpG methylation, we created series of high-resolution methylome maps of *Danio rerio* embryos during development and in mature, differentiated tissues. We found that embryonic and terminal tissues have unique methylation signatures in CpG islands and repetitive sequences. Fully differentiated tissues have increased CpG and LTR methylation and decreased SINE methylation relative to embryonic tissues. Unsupervised clustering analyses reveal that the embryonic and terminal tissues can be classified solely by their methylation patterning. Novel analyses also identify a previously undescribed genome-wide exon methylation signature. We also compared whole genome methylation with genome-wide mRNA expression levels using publicly available RNA-seq datasets. These comparisons revealed previously unrecognized relationships between gene expression, alternative splicing, and exon methylation. Surprisingly, we found that exonic methylation is a better predictor of mRNA expression level than promoter methylation. We also found that transcriptionally skipped exons have significantly less methylation than retained exons. Our integrative analyses reveal highly complex interplay between gene expression, alternative splicing, development, and methylation patterning in zebrafish.

The recognition of cytosine methylation in DNA predates the discovery of the structure of DNA by Watson and Crick (Wyatt 1951). By the 1980s it was recognized that although DNA sequence is largely fixed across the cells of an organism, DNA methylation varies across the genome and between cell types. More specifically, CpG methylation is tissue-specific and species-specific and correlates in some cases with transcriptional activity (Cooper 1983). By the 1990s the importance of CpG methylation in imprinted genes, which are expressed differentially on maternally and paternally derived chromosomes depending on methylation marks (Li *et al.* 1993), was clear. The recognition of this heritable non-DNA sequence–based mark has spurred the development of the study of epigenetics.

Classically, CpG methylation analysis was performed using methylation-sensitive enzymatic reactions or with bisulfite conversion coupled to Sanger sequencing (Dahl and Guldberg 2003). These methods allowed methylation states to be determined with high resolution, albeit at a severely restricted number of loci. Two newer methods can be used to score methylation at the whole genome level. The highest resolution of these is whole genome sequencing of bisulfite converted DNA. This technique allows for genome-wide coverage of methylation at base pair (bp) resolution (Frommer *et al.* 1992; Meissner *et al.* 2008). While robust, this approach is costly to apply when a study requires sequencing multiple samples. A modification of the previous approach, called reduced representation bisulfite sequencing, sequences a subset of regions adjacent to CCGG sequences (Meissner *et al.* 2008). This latter approach covers only regions of high CpG density.

We used an alternative to the techniques mentioned above, methyl-CpG binding domain protein-enriched genome sequencing (MBD-seq). MBD-seq uses methyl-CpG binding proteins or anti-methylated CpGs antibodies to purify methylated DNA from the genome. This isolated DNA is then assayed using high-throughput sequencing (Bock *et al.* 2010).

Zebrafish (*Danio rerio*) are a popular organism for the study of vertebrate development and gene function. The zebrafish genome contains approximately 26,000 genes, most of which contain several exons with large intronic space (Howe *et al.* 2013). Despite the large evolutionary distance between human and zebrafish, 70% of human genes have a clear zebrafish ortholog (Howe *et al.* 2013). The rapid early development of nearly transparent and externally fertilized embryos of zebrafish allows for relatively easy collection and drug treatment of early embryonic stages (Dooley and Zon 2000; Lawson and Wolfe 2011).

The methyl groups used in CpG methylation come from the universal methyl donor S-adenosylmethionine (SAM). SAM is a product of the one-carbon metabolic pathways that obtains its substrates from dietary, folate, and choline (Chiang *et al.* 1996; Niculescu and Zeisel 2002). The methyl groups are placed or maintained on cytosines, usually in the context of CpG in vertebrates, by DNA methyl transferase 1 (DNMT1), DNMT3a, and DNMT3b (Li *et al.* 1992; Okano *et al.* 1999). Zebrafish have orthologs to the mammalian DNMTs and deleting these genes in fish produces phenotypes that are comparable with mammals in which these genes have been disrupted (Rai *et al.* 2006, 2010). To better understand the changes that occur in the context of development, we undertook an analysis of genome-wide CpG methylation in animals at four developmental stages [sperm, one-cell, mid-blastula transition (mbt), ∼3.5 hr post-fertilization, and 3 d post-fertilization (3dpf)] and four fully differentiated (eye, brain, heart, and liver) tissues. We also disrupted one-carbon metabolism via drug treatment to see if changing the availability of one-carbon units changed the methylome. To examine the relationship between DNA methylation and gene expression, we merged our data with RNA-seq datasets derived from the same developmental stages or tissues.

## Materials and Methods

### Zebrafish stocks and sample collection

Tübingen/AB fish were used for all methylome analyses and cared for using standard practices (Westerfield 2000). Genomic DNA was collected from the sperm of 10 tricaine-killed males, more than 20,000 one-cell stage embryos, more than 10,000 mbt (∼3.5 hr post-fertilization) embryos, and 100 3dpf embryos. Embryos were staged by visual examination of anatomical markers (Kimmel *et al.* 1995). Chorions were removed with pronase for one-cell, mbt, and 3dpf. Ten adult females (∼11 months old) were tricaine-killed and dissected to collect eyes, brains, hearts, and livers. All tissues were flash-frozen with either liquid nitrogen or dry ice/ethanol, and the genomic DNA was extracted with the PureGene reagents (Gentra). Bisulfite conversion for specific loci analysis was performed using the EZ DNA Methylation Kit (Zymo) per the manufacturer’s protocol.

### Methotrexate treatment

We applied 400 µM methotrexate (MTX; NDC 63323-123-10 102310; APP Pharmaceuticals) to one-cell zebrafish in E3 embryo medium. One hundred of these MTX-treated zebrafish were raised to 3dpf. Genomic DNA was extracted from these embryos as reported above.

### Methylation enrichment

Genomic DNA was sonicated to 300-bp fragments with a Covaris S2 with the following settings: 10% duty cycle; 4 intensity; and 200 cycles/burst for 90 sec in 130 µl Tris-EDTA. No more than 10 µg gDNA was used per sonication reaction. DNA was concentrated in a Speed Vac SC110 A. Methylation enrichment was performed using EpiMark DNA Enrichment kit (New England Biolabs). Both the captured (methylated) DNA and flow-through (unmethylated) DNA were retained for downstream analysis. The degree of enrichment was assessed with SYBR quantitative PCR on the Applied BioSystems 7900HT with both the DNA Methylation control package (EF-100-0040; Diagenode) and custom primers designed to amplify the zebrafish *tert* and *sox2* loci, previously reported to be methylation-rich and methylation-poor, respectively (Lindeman *et al.* 2010). The methylation enrichment was calculated by comparing the Ct value of the methylated loci to the unmethylated loci in the captured DNA and the flow-through DNA (Supporting Information, Table S1).

### Sequencing

Multiplex libraries were created using ChIP-Seq DNA Sample Prep Kit (Illumina) and sequenced with 101-bp paired-end reads with an Illumina HiSeq 2000.

### Bioinformatics analysis

Illumina Fastq files were aligned to the zebrafish Zv9 build using BWA (Li and Durbin 2009). See Table S2 and Figure 2 for read information. Only properly paired reads with mapQ >5 were used. Peaks were called using MACS2 2.0.10.20120703 (Zhang *et al.* 2008). Through the use of technical replicates, we found that variation in peak width was driven more from experimental factors than biological variation. In contrast, peak location was highly reproducible. As such, we used the centers of the peaks and expanded them by 100 bp in each direction for our analyses. Raw genome-wide histone localization data were obtained from Ulitsky *et al.* (2011) and the reads were aligned with BWA and peaks were called with MACS2. RNA-seq datasets for one-cell and mbt are under accession number SRX025029. The 3dpf RNA-seq datasets used combined data from accession numbers SRR065196 and ERX008921. Brain RNA-seq datasets used combined data from accession numbers ERX009448 and ERX013540. Heart RNA-seq datasets used combined data from accession numbers ERR023145 and ERR023145. Liver RNA-seq datasets used combined data from accession numbers SRR392106 and SRR392106.

Illumina-based sequencing reads were aligned with STAR 2.1.2 (Dobin *et al.* 2013) against the Zv9 zebrafish build. ABI-based sequencing reads were aligned with LifeScope 2.5.1. mRNA transcription scores were calculated, making counts with HTSeq and calculating RPKM with cqn correction in R (Anders 2010; Hansen *et al.* 2012). Running analyses without cqn correction yields similar results.

The meta-gene was created using custom Unix, Python, and R scripts as well as BEDTools and ggplot2 (Quinlan and Hall 2010; *ggplot2 - Elegant Graphics for Data Analysis*). Briefly, ensembl68 zebrafish gene annotations were used to identify exons, introns, and UTRs. In cases where there were multiple overlapping features, *i.e.*, overlapping exons with slightly different stop and start positions, the feature was expanded to encompass all annotations. Promoters were defined as 2000 bp 5′ of the transcriptional start site. Any promoters that overlapped another annotated gene were removed. The upstream and downstream regions were defined as 10,000 bp upstream and downstream of the promoter and 3′ UTR, respectively. Any upstream or downstream region overlapping an annotated gene was removed. Exons and introns were split into quarters and thirds by position in the gene, respectively. Methylation ratio scores were calculated in 20 windows per element (see below). The features with their subdivided windows were then averaged across the entire genome and plotted.

Methylation enrichment is calculated by comparing the peak/feature intersection numbers to peak/feature intersections where the peak positions are randomized by BEDTools shuffle 1000 times. This provides the enrichment of methylation compared with a situation in which the peaks are randomly distributed. The 1000-fold bootstrapping procedure allows us to calculate a standard deviation for these values.

The methylation ratio score is similar to an RPKM score and is calculated with the following equation: (number of methylation-enriched sequencing reads in window/total methylation-enriched sequencing reads) / (number of methylation-unenriched reads in window/total methylation-unenriched reads). The windows are 5% of the length (in bp) of the feature. We found that correcting for CpG content did not improve the concordance of methylation scoring between biological or technical replicates.

The aligned reads were used by ChromHMM to determine two states: methylated or unmethylated for 200-bp windows across the genome (Ernst and Kellis 2012). The ChromHMM makesegmentation script was used to output the posterior probabilities for methylation at each 200-bp window for the different tissues. The posterior probabilities were used by kmeans clustering in R to create a heatmap of methylation relationships between the tissue types. The clustering was performed more than 12 times, demonstrating that 14 clusters were found to provide the most reproducible and consistent organization of clusters across the different tissue types.

Spliced-out exons were identified by using splice junctions detected by STAR and intersecting them with Ensembl gene models. More specifically, custom Unix and Python scripts were used with BEDTools to identify cases where the 5′ and 3′ ends of the splice junctions are in different exons. If there is a single annotated exon between the aligned exons, then this is declared a skipped exon. Peaks were intersected against the identified splicing exon/intron classes. Enrichment was calculated by taking the results of bootstrapping 1000 fold with position-randomized peaks and comparing against the original peaks. The SD was calculated from the distribution of the 1000 fold bootstrapping.

### Data

Peak files and raw sequencing files are available under GEO accession GSE52110.

## Results

### Genome-wide methylation patterning of zebrafish is similar to humans

To study the methylomes of developing and developed zebrafish, we purified DNA from cells and tissues by first independently pooling the sperm of 10 males, 20,000 one-cell embryos, more than 10,000 mbt embryos, and 100 3dpf embryos, and the eyes, brain, hearts, and livers of 10 females. Methylation-rich DNA regions were selected and the methylation-enriched fraction (with no NaCl extraction) and the methylation-poor flow through were sequenced with an Illumina HiSeq 2000. More than 10 million unique properly paired reads were generated for each sample (Table S1).

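In MBD-seq, DNA fragments are captured by a methyl-CpG binding domain protein, so the bound fraction is enriched for fragments with many methylated CpGs and the flow through is depleted of them. The data analysed here were 9 lists of MACS2 peaks on the Zv9 build, 1 each for sperm, one-cell embryos, mbt embryos, 3dpf embryos, MTX-treated 3dpf embryos, eye, brain, heart and liver. Each list came from 1 methylation-enriched library, except that brain was sequenced in lanes 4 and 5 and has a single list, so no condition has replicates. The authors aligned the reads with BWA, kept properly paired reads and called the peaks, and the files hold intervals that reach 100 bp to each side of a peak center, except for 1 narrower interval in sperm and 1 in eye, with a score for each peak. By the paper's Table S1, the properly paired unique reads numbered 19429347 for sperm, 15677629 for one-cell embryos, 17375340 for mbt and 19458515 for 3dpf. For the terminal tissues the paper's counts were 14639460 for eye, 18593167 for heart, 18221225 for liver, and 17146152 and 17344084 for the brain lanes. Sperm, one-cell and mbt were sequenced in lane 5, both 3dpf samples in lane 3, and eye, heart and liver in lane 4. Apart from brain, each lane held samples of 1 class, so lane and class cannot be told apart from these lists. Peaks of different lists were counted as shared when their intervals overlapped by at least 1 bp. Chromosome lengths were taken as the largest peak end over the 9 lists, which is a lower bound of the true length.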

To independently assess the MBD-seq technique, we compared our data with those obtained from whole-genome bisulfite sequencing. We downloaded whole-genome bisulfite sequencing data derived from mbt stage embryos (GSM1133397) (Jiang *et al.* 2013). Read coverage and methylation ratio scores (see *Materials and Methods* for methylation ratio calculation) from these data were compared with our MBD-seq data from the same developmental stage. We found a substantial concordance between the two techniques. At least one read from our methylation-enriched regions covered 70% of called methylated CpGs and the methylated CpGs called by Jiang *et al.* (2013) had a significantly higher MBD-seq methylation ratio score than their unmethylated CpGs (Figure S1).

The MACS2 peak caller was used to identify highly methylated regions (Zhang *et al.* 2008). The sample with the fewest peaks (45,785) was the eye, and one-cell embryos had the most peaks (178,587) (Figure 1A). These peaks are evenly spread across the zebrafish chromosomes (Figure 1B). 

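The lists held 96505 peaks for sperm, 178587 for one-cell embryos, 122477 for mbt and 101868 for 3dpf. The terminal tissues had 45785 peaks in eye, 79008 in brain, 50110 in heart and 50170 in liver. The one-cell list was 3.9 times as long as the eye list. With 1 library per condition, these differences have no replicate check. The peaks covered 35.9 Mb in one-cell embryos, which is 2.56% of the length spanned by the lists, and 9.20 Mb in eye, which is 0.656%. Of the alternatives, keeping the 25 chromosomes alone moved the counts most, and that of brain became 74904.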

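Across the 25 chromosomes, the number of peaks rose with chromosome length in every sample. Pearson's r lay between 0.770 in MTX-3dpf and 0.881 in liver, and Spearman's rho between 0.677 in mbt and 0.860 in eye. The largest p among the 9 samples was 2e-05 for r and 0.00029 for rho (two-sided permutation tests), both before and after Benjamini-Hochberg adjustment over the 9 samples, and the smallest was 1e-05, the smallest these resamples can give. These correlations are across chromosomes within 1 library, and chromosomes are not replicates. The alternative that moved r most was the restriction to peaks at or above the median score of their sample, with a lowest r of 0.652. The density of peaks differed between chromosomes by 1.39 times in liver and by 1.71 times in mbt, from the sparsest to the densest chromosome. Its coefficient of variation was between 8.99% and 11.7%, whereas peaks placed at random over the same lengths gave between 1.21% and 2.43%. Chromosome 22, named after its values were seen, was the densest in all 9 samples. For each sample, the chromosome whose share of peaks departed most from the mean of the other 8 samples was chromosome 4, except in sperm, where it was chromosome 20 with 4.62% of the peaks against 4.43%. Chromosome 4 held 5.55% of the brain peaks against a mean of 4.10% in the other samples, and 3.41% of the mbt peaks against 4.37%.

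**Figure D1:**
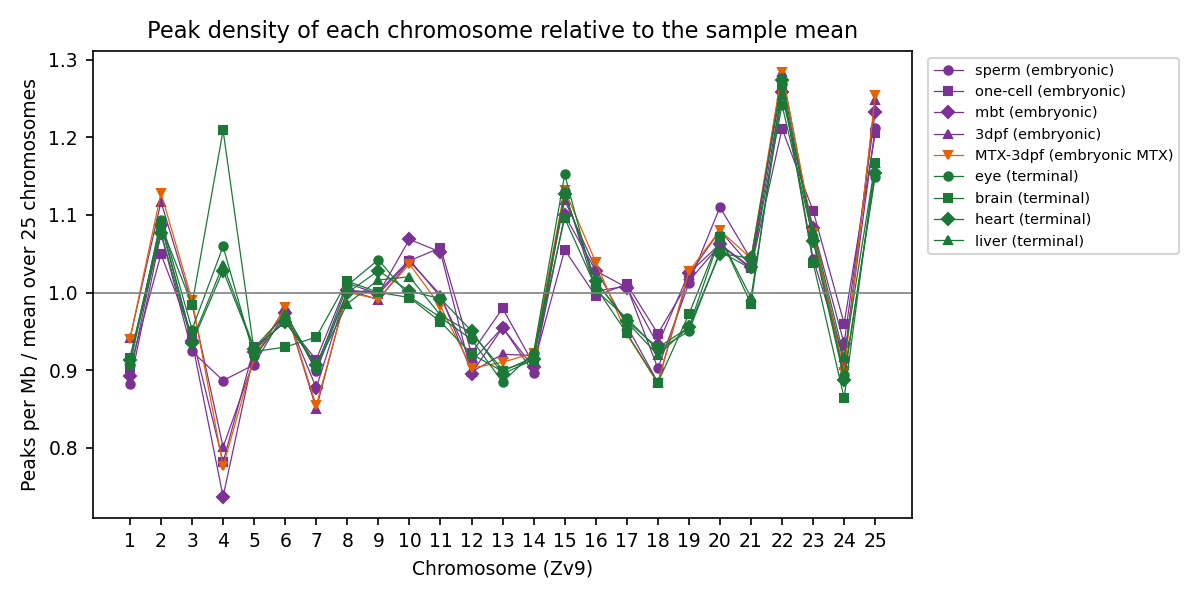
Peaks per Mb of each Zv9 chromosome divided by the mean over the 25 chromosomes of the same sample, for the 9 samples. Each point is 1 chromosome of 1 sample, the grey line is the sample mean, and color gives the tissue class. The samples run closely together on most chromosomes and spread apart on chromosome 4.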

The peak caller also provides magnitude scores for each peak. 

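The scores are the authors' values from the peak caller and were used here only to describe, rank or filter peaks within a list. The files give them without a unit. The lowest score of each list was at most 1.51. The median score was 78.1 in sperm, 27.9 in one-cell embryos, 20.4 in mbt, 71.2 in 3dpf and 66.9 in MTX-3dpf. In the terminal tissues the median was 113 in eye, 140 in brain, 136 in heart and 133 in liver. Within the 3dpf list, the quartiles of the score were 23.6 and 191.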

To confirm enrichment for methylation and to see whether the score correlated with methylation, we examined numerous bisulfite converted regions in 3dpf zebrafish embryos using Sanger sequencing (Figure S2). This confirmed that peak regions are highly methylated, relative to non-peak regions. However, we noted that there was no relationship between the peak “score” generated by MACS2 and the amount of CpG methylation.

**Figure 1:**
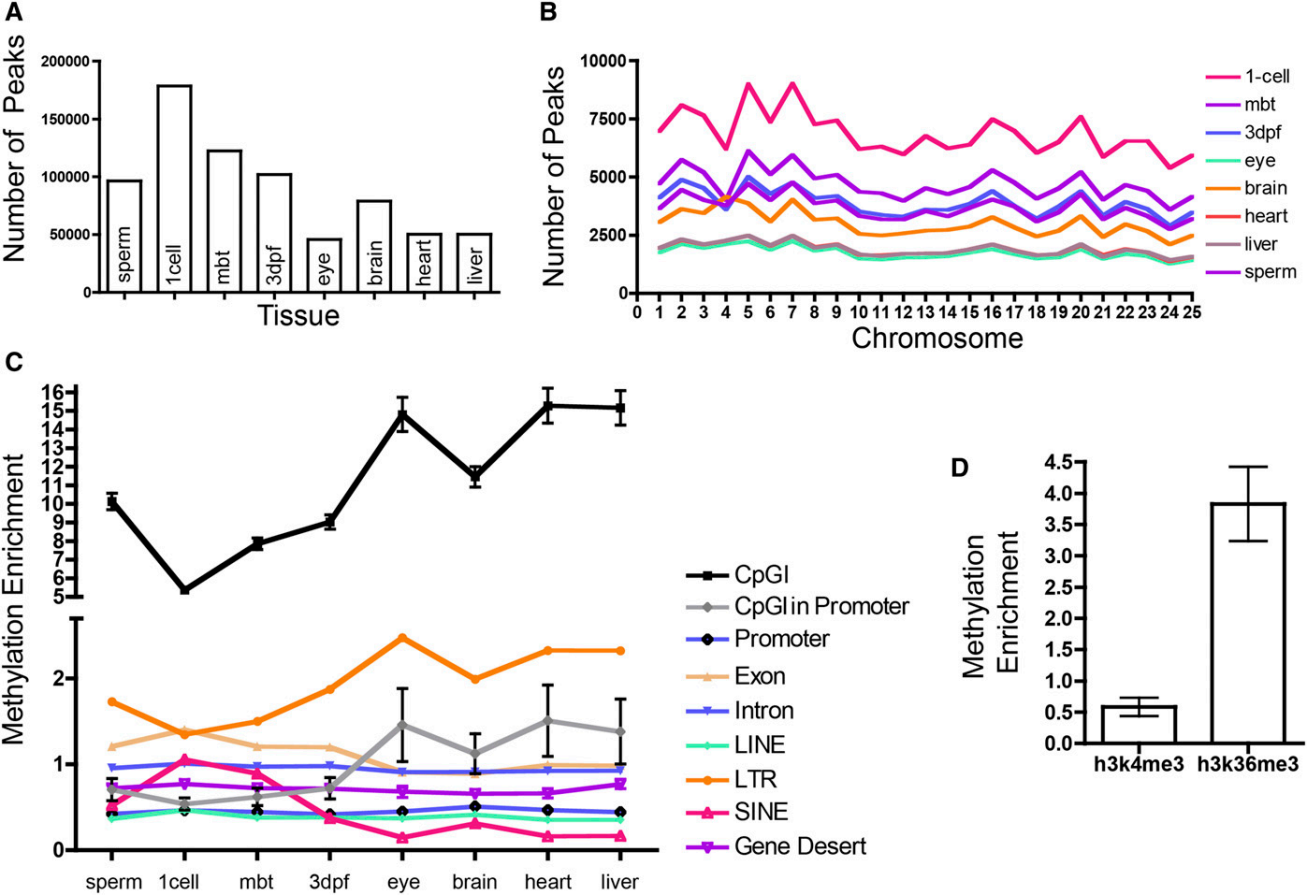
Distribution of highly methylated regions (peaks) across the genome among different zebrafish tissues. (A) The number of MACS2 called peaks in the eight different tissues assayed. (B) The number of peaks in the eight tissues in each of the 25 different zebrafish chromosomes. (C**)** The enrichment of methylation peaks relative to randomly distributed peaks across common genomic elements. All values have *P* < 0.001, except for 3dpf Intron (*P* = 0.15). Error bars show SD. (D) Enrichment of methylation peaks in 3dpf zebrafish at h3k4me3 (*P* = 0.013) and h3k36me3 (*P* < 0.001) histone marks. Error bars show SD (not shown where error bars are smaller than symbol).

The distribution of peaks across the zebrafish was overlaid on genomic features taken from UCSC Zv9 build and Ensembl-annotated genes. Enrichment was calculated by using a bootstrapping approach (Figure 1C) (see *Materials and Methods*). In all tissues, peaks are highly enriched across CpG islands, in contrast to the findings of Lister *et al.* (2009) in human samples. These peaks cluster more tightly across the CpG islands of the terminal tissues. It has been suggested that CpG island prediction algorithms are inaccurate in non-mammalian vertebrates and provide an experimentally derived non-methylated island (NMI) set as a substitute for CpG islands for the zebrafish (Long *et al.* 2013). Consistent with the data from Long *et al.* (2013), we also found significant under-enrichment of our peaks in NMIs (approximately half as many peaks as expected by chance; data not shown). This result may explain our disparate CpG island methylation findings in zebrafish as compared to the findings in humans by Lister *et al.* (2009).

There are more than 12,000 CpG islands in the Zv9 zebrafish genome, as defined by UCSC; 1411 of these islands overlap promoters. We found that, as expected, CpG islands in promoters are slightly methylation-poor in the embryonic tissues. Terminal tissues differ slightly in their CpG methylation patterning. In the terminal tissues, CpG islands in promoters, although far less methylated than CpG islands overall, are still slightly methylation-rich.

In zebrafish, promoter regions, defined as 2000 bp upstream of annotated genes, are methylation-poor, similar to humans and other species (Feng *et al.* 2010). Ensembl-annotated exons and introns show little enrichment of methylation. We note that gene deserts, regions more than 250,000 bp from annotated genes, are slightly methylation-poor in all tissues, suggesting that methylation is being targeted toward gene-rich areas. Because variation in local GC or CpG content could drive these differences, we calculated GC and CpG content of gene deserts and exons. We found that the density of these dinucleotides is approximately the same in gene deserts and exonic regions (data not shown).

To see whether histone modifications that are important in transcription correlate with methylation patterning, we examined the relationship between H3K4me3 and H3K36me3 histone marks using 3dpf zebrafish ChIP-seq data from Ulitsky *et al.* (2011). H3k4me3 is associated with promoters and active enhancers, whereas h3k36me3 is associated with transcriptionally active gene-bodies (Kouzarides 2007; Wang *et al.* 2008). We found weak methylation signal in the former and strong methylation signal in the latter. These results match previously published results in human cells (Hawkins *et al.* 2010).

### LINEs and SINEs have different methylation patterns in embryonic and terminal tissues

Because methylation of repetitive elements is known to be dynamic during development, we examined the distribution of peaks in three major classes of repetitive elements: LINEs, SINEs, and LTRs (Smith *et al.* 2012). We found that these three classes have distinct patterns across the different tissues, with LTRs and SINEs having differential enrichment in embryos compared to terminal tissues. LTRs are methylation-rich in all tissues, with the terminal tissues having stronger enrichment, whereas SINEs have the opposite pattern with low methylation signal overall and even lower signal in the terminal tissues. LINEs are methylation-poor in all tissues and do not show the embryonic/terminal differential methylation signal.

### Unsupervised clustering reveals that genome-wide methylation signals can reliably distinguish tissues

To analyze genome-wide methylation patterning in a more agnostic manner, we used ChromHMM on the filtered sequencing reads to identify methylation-positive and methylation-negative states (Ernst and Kellis 2012). Those states were clustered with an unsupervised k-means algorithm (see *Materials and Methods*). 

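ChromHMM takes aligned reads, which were not used here, so presence of a MACS2 peak took the place of its methylation state. The sequence was divided into windows of 200 bp, and a window counted as methylated in a sample when a peak interval overlapped it. This gave 509088 windows with a peak in at least 1 of the 9 samples. They were clustered by k-means with 14 clusters, and the clustering was run 100 times from different random starts. In each run, the samples were divided into the pair of groups at the top of a complete-linkage tree of the samples, built from the cluster centers. Each start was single, so a run can end in a division that is not the best one. On simulated windows with built-in groups, 19 of 20 such runs recovered the groups, and the run with the lowest within-cluster sum of squares recovered them. The simulation was an easier case, with 79253 windows from 14 patterns with few errors, and both groups marked equally often. It therefore does not show how reliable single runs on the deposited lists are.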

We found 14 clusters to create the most stable divisions of the data (Figure 2A). 

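Peak sets were compared by the Jaccard index, the number of shared peaks over the number found in either list, for the 8 untreated samples. Its mean was 0.500 among sperm, one-cell, mbt and 3dpf, 0.666 among eye, brain, heart and liver, and 0.350 between the classes. The mean within classes exceeded the mean between them by 0.233, the largest value of all 35 divisions of the 8 samples into 4 and 4 (one-sided exact permutation test, p = 0.0286, the smallest p this design allows). The tissues of a class are different conditions, and each has 1 library. Among the alternatives, the overlap coefficient moved this difference most, to 0.0473, with p = 0.0286 by the same exact permutation test. At equal numbers of the highest-scoring peaks and with the overlap coefficient, the tree of the 8 samples first set apart one-cell embryos alone. By the overlap coefficient, the embryonic samples were less alike (0.794 on average) than samples of different classes (0.804), so the difference there came from the terminal tissues (0.909). Within lanes the classes could not be compared, because no lane held several samples of both. With all peaks, individual pairs crossed the classes, since brain had an index of 0.554 with sperm and between 0.485 and 0.529 with the other terminal tissues. At equal numbers of the highest-scoring peaks the order was the opposite, 0.497 with sperm and between 0.635 and 0.649 with those tissues. It was also the opposite with peaks at or above the median score (0.452 against 0.483 to 0.512) and by the overlap coefficient (0.792 against 0.889 to 0.891). All 36 pairs of lists shared more peaks than 1000 sets of randomized positions did (one-sided permutation test of positions, p = 0.001, the smallest p they allow). The ratio ran from 13.7 ± 0.206 (SD of the randomizations) for one-cell and brain to 66.1 ± 2.63 for eye and heart. Positions were drawn without regard to sequence content, so this excess does not separate shared methylation from shared sequence content. The ratio also depends on list length, and at equal numbers of the highest-scoring peaks it was 35.8 and 69.9 for these pairs. In k-means clustering of the windows, 46 of 100 runs placed the terminal tissues in one group and all embryonic samples with MTX-3dpf in the other.

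**Figure D2:**
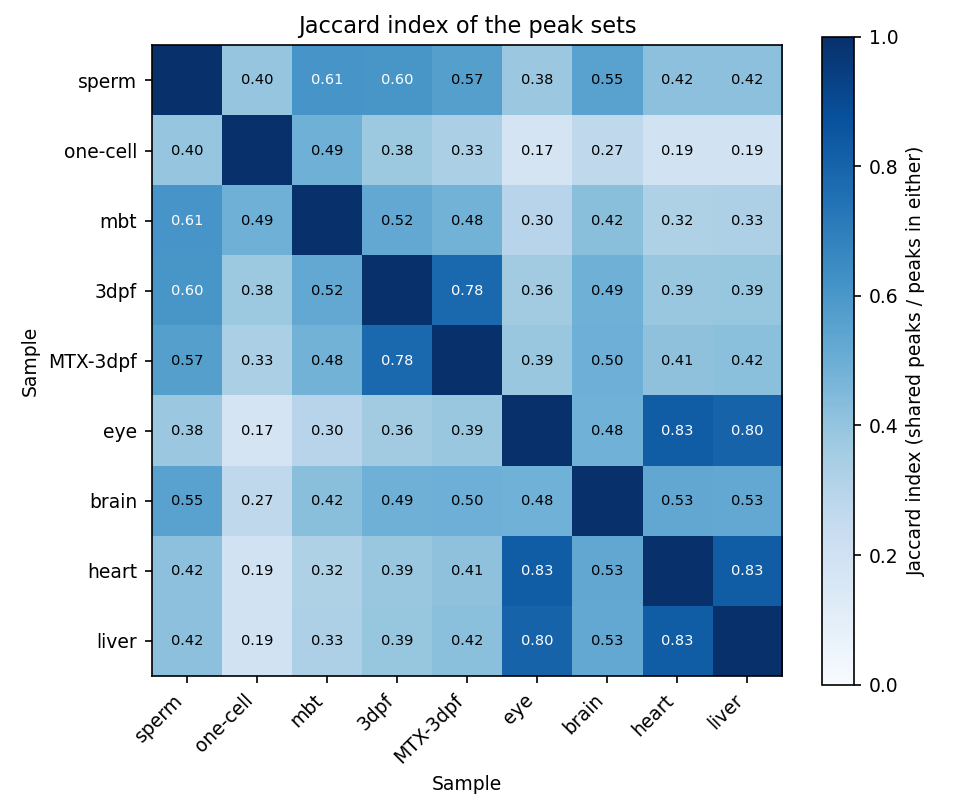
Jaccard index of the peak sets for each pair of the 9 samples, written in each cell and shown by color from 0 to 1. Eye, heart and liver form the block with the highest values, from 0.803 to 0.827.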

Of note, these clustering algorithms produce clusters that segregate embryonic and terminal tissues. The 3dpf tissue type is a partial exception to this rule. 

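By the Jaccard index, the untreated sample closest to 3dpf was sperm, with 0.603, followed by mbt with 0.525. The closest sample changed with the setting, to mbt at equal numbers of the highest-scoring peaks (0.602, against 0.561 for sperm) and with peaks at or above the median score, and to liver by the overlap coefficient (0.855). The index of 3dpf with the terminal tissues was 0.360 for eye, 0.389 for heart, 0.393 for liver and 0.492 for brain, and that with one-cell embryos was 0.377. With equal numbers of the highest-scoring peaks, the mean index of 3dpf was 0.513 with the other embryonic samples and 0.509 with the terminal tissues. The former mean depends on the one-cell sample, since it was 0.582 with sperm and mbt alone. By the overlap coefficient, shared peaks over the shorter list, the order was the opposite, with a mean of 0.762 for the embryonic samples and 0.828 for the terminal tissues. From its clusters (Figure 2A), the paper states that embryonic and terminal tissues segregate, with 3dpf as a partial exception.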

Approximately half of the time the k-means clustering placed this stage with the terminal tissues (data not shown).

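In 20 of 100 runs of k-means on the windows with peaks, 3dpf and MTX-3dpf were grouped with the 4 terminal tissues, apart from sperm, one-cell and mbt. Counting also the runs in which sperm or mbt joined that group, 3dpf fell with all terminal tissues in 34 runs. The run with the lowest within-cluster sum of squares was one that grouped 3dpf with the terminal tissues. With MTX-3dpf left out, the run with the lowest sum instead grouped 3dpf with sperm, one-cell and mbt. At equal numbers of the highest-scoring peaks, that run set 3dpf and MTX-3dpf apart from all other samples.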

**Figure 2:**
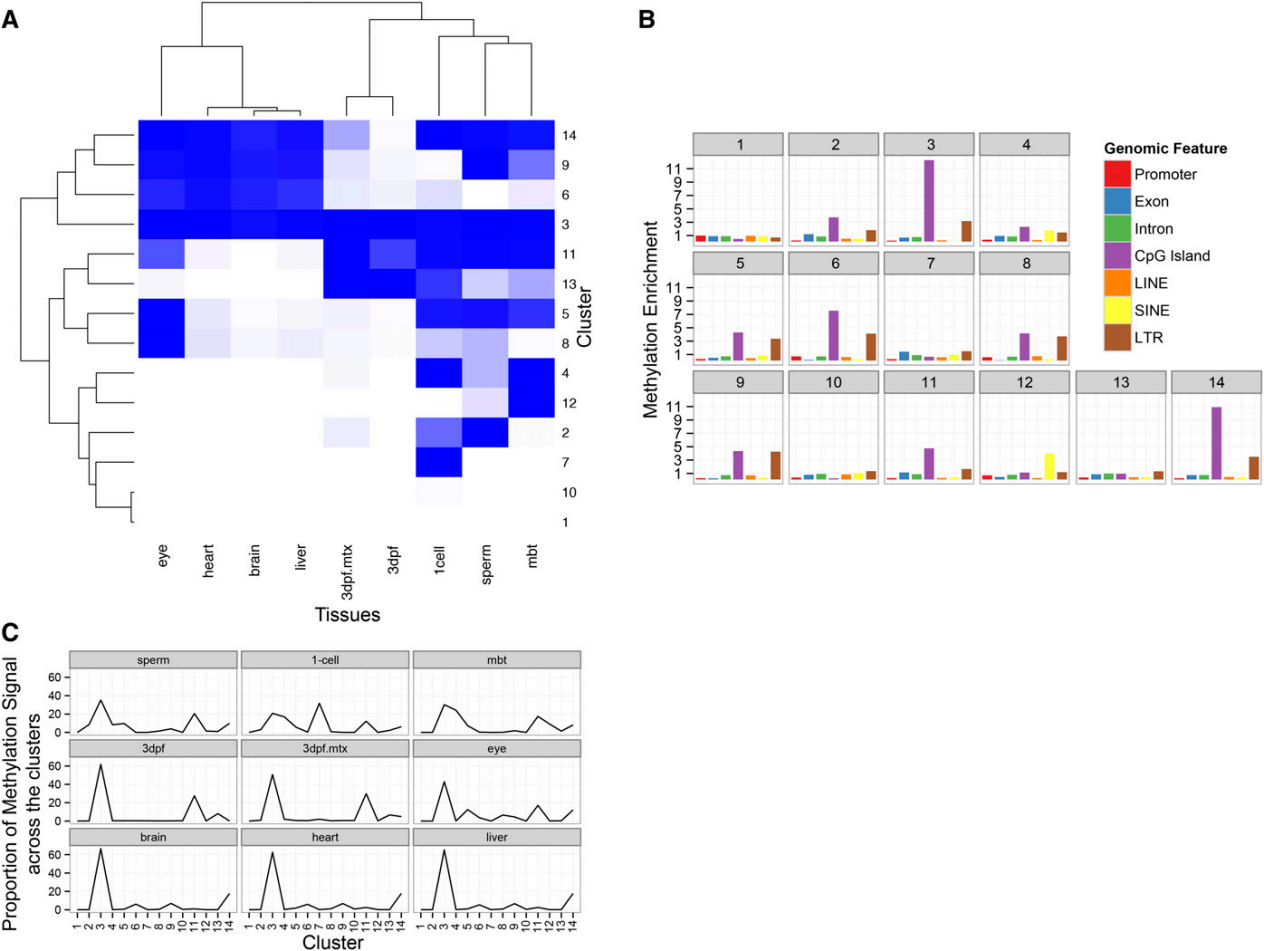
Unsupervised clustering of methylation signal reveals relationships shared and unique methylation patterning between embryonic and terminally differentiated tissues. (A) K-means clustering of the genomic locations with ChromHMM calculated probability of methylation status. Each cluster contains genomic coordinates. Darker blue indicates higher methylation levels. The length of the branches in the dendograms illustrates the relatedness of the clusters and tissues. (B) Each cluster was assayed to determine which genomic features are over-represented in each cluster. Enrichment is calculated as described previously by comparing the features overlapping cluster genomic coordinates relative to randomly distributed coordinates. (C) Proportion of methylation signal in each cluster, calculated by adding the number of methylated regions assigned to each cluster.

To better understand the relationships between the different tissues, the cluster data were further subdivided to resolve genomic features overlapping the coordinates of each cluster (Figure 2B). Clusters 1 and 10, which have no or little methylation signal, have enrichment of no particular genomic feature. In contrast, cluster 3, which has the genomic coordinates where all tissues are methylated, is enriched for CpG islands and LTR. Cluster 14, which is similar to cluster 3 except that the 3dpf tissues are not highly methylated, has a similar pattern.

### Most segments of methylated DNA are in similar positions across the zebrafish tissues

The clustering also allows us to see how methylation patterns are shared across the tissues. 

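For each sample, the share of its peaks that overlapped a peak in all other 8 samples was counted, with Wilson 95% intervals that cover counting error only. It was 58.1% in eye (95% CI 57.6 to 58.6), 53.1% in heart, 53.0% in liver and 33.5% in brain. The embryonic shares were 27.4% in sperm, 25.4% in 3dpf, 21.6% in mbt and 14.4% in one-cell embryos (95% CI 14.2 to 14.5), and that of MTX-3dpf was 28.0%. In numbers the common peaks were alike, between 25636 and 26617 per list, whereas the lists differed in length. None of 1000 sets of randomized positions gave a peak common to all 9 lists. Each list covered between 0.656% and 2.56% of the length, so random placement could hardly give one, and this comparison says little. The median over the 9 samples was 28.0%, and the alternative that moved it most, presence in at least 7 of the other 8 samples, gave 37.9%. Peaks common to all samples had a median score of 237 in 3dpf.

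**Figure D3:**
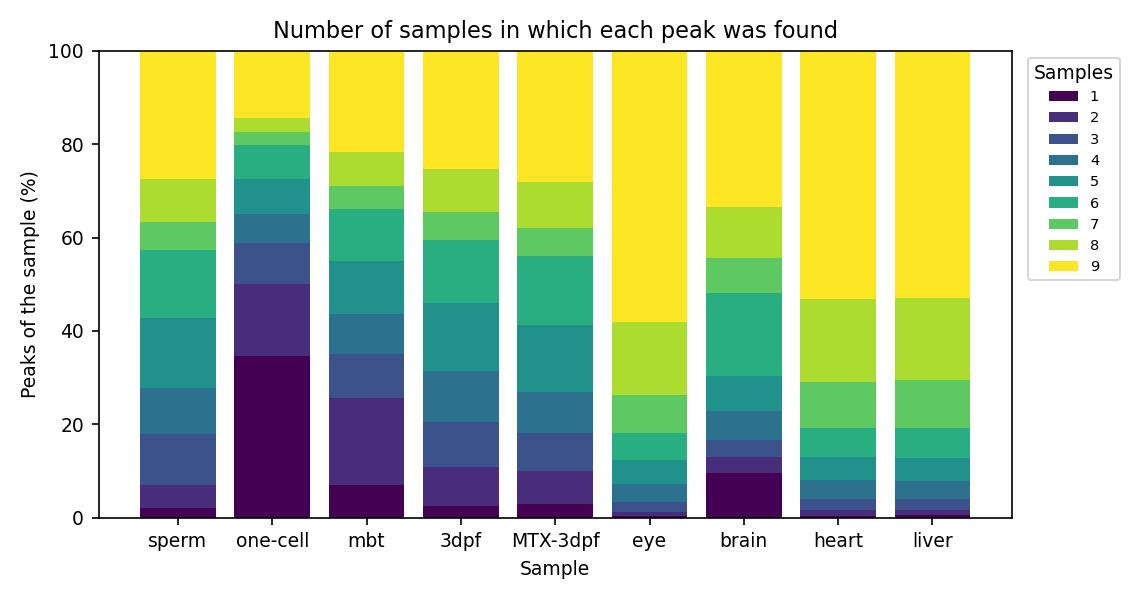
Share of each sample's peaks by the number of samples, from 1 to 9, in which the peak was found. The yellow part, peaks found in all 9 samples, is largest in eye with 58.1% and smallest in one-cell embryos with 14.4%.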

Most prominent is that the majority of the methylation signal is at the same positions (Figure 2C, cluster 3) in the genome across the different tissues. 

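The cluster nearest to having peaks in all samples was identified in each of the 100 k-means runs as the one with the highest minimum over the samples. It is called the cluster with peaks in all samples, although not each of its windows need carry a peak in every sample. In the median run it held 60.5% of the windows with a peak in heart, 60.1% in liver, 65.1% in eye and 38.4% in brain. Across the runs these shares ranged from 49.4% to 77.8% in heart and from 30.5% to 46.7% in brain. When each list was limited to the same number of highest-scoring peaks, the medians of all 4 tissues fell between 33.4% and 34.7%. Lists of equal length give nearly equal shares of a common set by construction, so this does not compare the tissues.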

The terminal tissues, brain, heart, and liver, have more than 60% of their methylation signal in cluster 3, whereas the eye has more than 40%. With the exception of the one-cell stage, the majority of methylation in embryonic tissues is associated with cluster 3. 

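In the embryonic samples, the cluster with peaks in all samples held in the median run 31.5% of the windows with a peak in sperm, 24.8% in mbt, 30.1% in 3dpf and 32.9% in MTX-3dpf. Its share in one-cell embryos was 15.8%, and 34.1% when each list was limited to the same number of highest-scoring peaks. That was close to sperm, mbt and 3dpf in that setting (34.3% to 34.5%). Such closeness follows from the equal lengths of the lists and says nothing about the one-cell stage.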

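Peaks found in sperm, one-cell, mbt and 3dpf alike and in none of brain, heart and liver, whatever their state in eye, were counted in each embryonic list. They made up 13.0% of the sperm peaks, 7.01% of the one-cell peaks, 10.2% of the mbt peaks and 12.2% of the 3dpf peaks. With eye also required to lack the peak, 12465 sperm peaks met the criterion. The converse set, found in all 4 terminal tissues and in no embryonic sample, numbered 909 peaks in eye and 941 in brain.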

The embryonic tissues share more than 15% of their methylation signal in cluster 11, which is enriched for CpG islands. 

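Of the one-cell peaks, 61835 overlapped no peak of any other sample, which is 34.6% (95% CI 34.4 to 34.8, Wilson). The corresponding share was 9.68% in brain and 6.97% in mbt, and between 0.365% and 2.89% in the other 6 samples. The one-cell peaks found in no other sample had a median score of 14.2, against 40.0 for the other one-cell peaks. At equal numbers of the highest-scoring peaks, the share in one-cell embryos was 27.1%.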

The one-cell stage has a unique set of signals in cluster 7. However, this cluster does not have any unique enrichment in genomic features or GO terms (data not shown).

### Compressing genome-wide methylation data into the meta-gene reveals asymmetric methylation across genes

To assess whether methylation was differentially positioned in the “average” gene, we overlaid our data onto a representative “meta-gene” (Figure 3A). The meta-gene was created by first parsing each Ensembl gene into several elements: 10,000 bp upstream and downstream of the genes; promoters; and 5′ and 3′ UTR. Because the average zebrafish gene has approximately four exons, we distributed exons into quarters by position across the gene flanked by the first and last exons and calculated methylation ratio in windows (see *Materials and Methods*).

**Figure 3:**
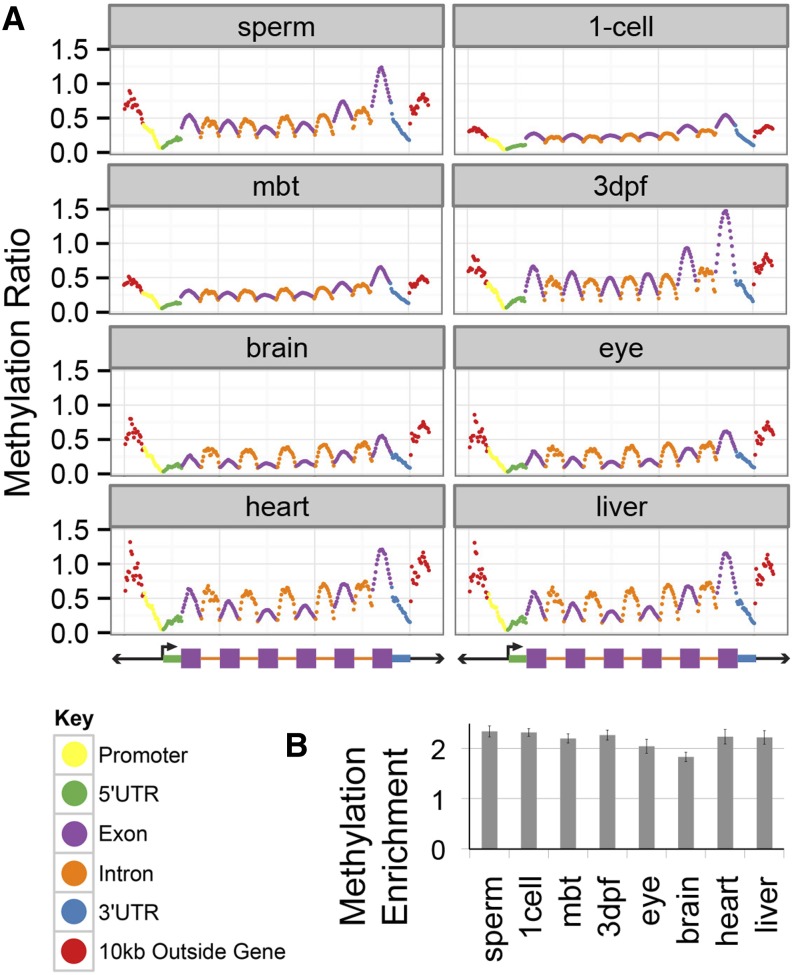
The meta-gene reveals unique methylation patterning across gene elements in the zebrafish genome. (A) The relative methylation of the gene elements was calculated in 20 bins per feature and then averaged for all gene elements in the genome. Exons and introns were further subdivided by first, last, and quartiles by their relative position in a given gene. (B) Methylation enrichment was calculated by a different method: relative enrichment of peaks in the last exons over chance. This demonstrates the strong enrichment of methylation in the last exons of genes. All enrichments differ from randomly distributed peaks (empirical *P* < 0.001). Error bars show SD.

This visualization of methylation reveals patterns shared across all of the tissues (Figure 3A). First, as has been previously reported, methylation decreases across the 5′ UTR and increases after the transcriptional start site (Feng *et al.* 2010). Second, the last exons tend be more methylated than interior exons. Overall, the last exons are approximately two-fold enriched for methylation (Figure 3B). This pattern was consistent in all embryonic stages and terminal tissues. Exons and introns show a characteristic ∩ shape, which is reminiscent of methylation patterning in humans and invertebrates (Lister *et al.* 2009; Nanty *et al.* 2011; Gelfman *et al.* 2013). The relative levels of methylation between introns and exons are approximately the same in the embryonic tissues while the introns tend to be more methylated than the exons in the terminal tissues. As has been previously reported, methylation gradually increases across the gene 5′ to 3′ (Feng *et al.* 2010).

### Comparisons of methylation and transcriptional data sets demonstrate that promoter methylation is not the strongest determinate of gene expression

To study the relationship between gene transcription and methylation, we used publicly available RNA-seq datasets for wild-type zebrafish one-cell, mbt, and 3dpf embryos and for brain, heart, and liver (Rösel *et al.* 2011; Yang *et al.* 2012; Aanes *et al.* 2011) (see *Materials and Methods*). We reprocessed the raw RNA-seq data to quantify gene transcription and to identify splicing events (see *Materials and Methods*). We divided the meta-gene into deciles by gene transcription levels to determine if differentially expressed genes had unique methylation patterns (Figure 4A). Because only genes with associated promoters were used, approximately 5000 out of the approximately 17,000 genes were not used in these analyses. We found that the methylation and expression were most strongly correlated not at the promoter, as has been widely reported, but with regions 10,000 bp upstream and downstream from the gene. We also observed that while the last exons show a dramatic positive trend between increasing methylation and increasing transcription, the magnitude of the spearman correlation when assessing all genes is not very strong (Figure 4D).

**Figure 4:**
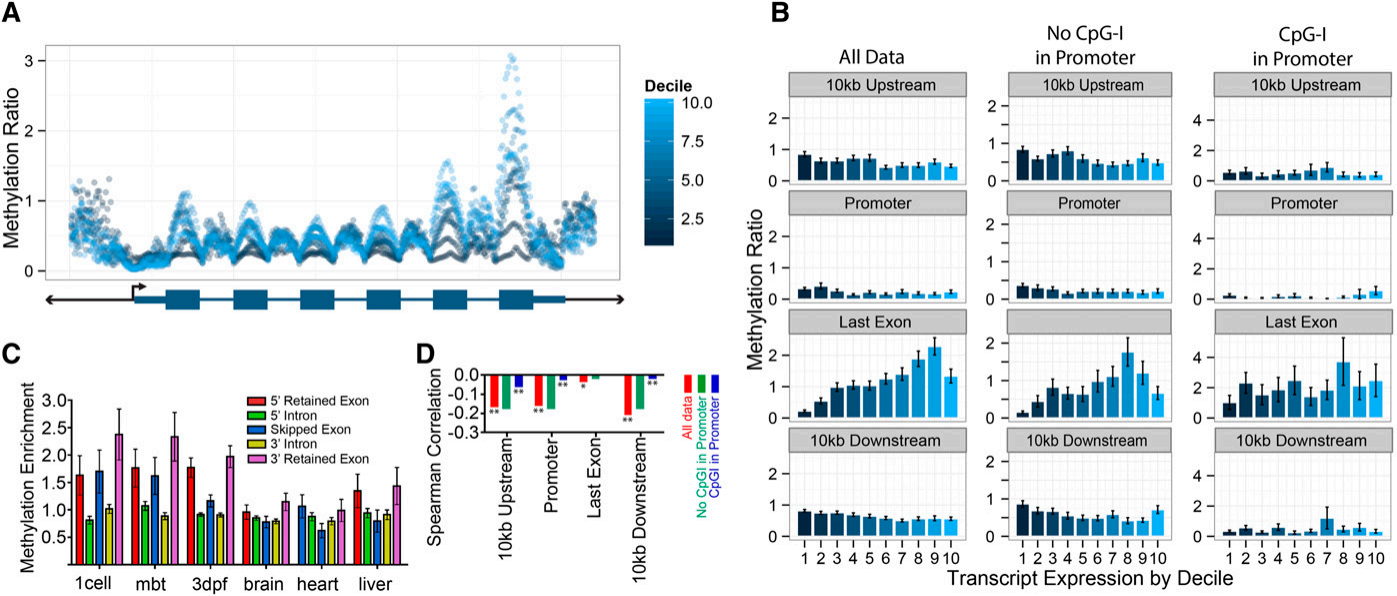
Gene-body methylation is correlated with transcriptional levels and alternative splicing. (A) The metagene for 3dpf zebrafish is split into deciles, by transcription, measured by RPKM (with 10 being the highest expressing decile). (B) The 3dpf zebrafish methylation ratio for the entire element is split by transcription expression deciles (with 10 being the highest expression decile). The data are further split into two groups: one showing the effects of only considering genes where there is a CpG island in the promoter and a second set of genes with promoters lacking CpG islands. (C) Skipped exons were identified and the methylation enrichment was plotted for the skipped exon and the surrounding introns and retained exons. Error bars show SE. (D) Spearman correlations for 10 kb upstream and downstream, promoter and last exon, further split by presence or absence of a CpG island in the promoter (**P < 10^−25^; *P < 10^−7^). Error bars show SE.

Work in other organisms has demonstrated that the presence of CpG islands in the promoter disrupts the relationship between expression and promoter methylation (Varley *et al.* 2013). We found a similar result, with the correlation between promoter and methylation and transcription weakening if there is a CpG island in the promoter. Interestingly, we also found that the negative correlation between methylation and transcription in the upstream/downstream regions is also diminished when a CpG island is present in the promoter (Figure 4B).

### Skipped, alternatively spliced exons have differential methylation levels

Because work by Shukla *et al.* (2011) mechanistically links DNA methylation to exon splicing, we asked if zebrafish genome methylation has a relationship to splicing. We first identified skipped exons in the six RNA-seq datasets and compared methylation enrichment at the skipped exon with the surrounding retained exon and intervening introns (Figure 4C). We found that embryonic and terminal tissues have different methylation patterns around spliced out exons, with the embryonic tissues having stronger methylation enrichment in the exons relative to the introns and the terminal tissues having similar methylation between the introns and exons. Between the two types of exons (skipped and retained), we note that in the embryonic tissues there is not a large difference in methylation between the two types. In contrast, the terminal tissues have a more distinct pattern, with the skipped exons having lower methylation levels than the retained exons.

### Methotrexate treatment reduces overall methylation levels and subtly influences gene-specific methylation patterns

MTX is a potent inhibitor of the dihydrofolate-reductase enzymatic conversion of dihydrofolate to tetrahydrofolate. The block of this reaction prevents the conversion of homocysteine to methionine, a necessary molecule for the creation of the universal methyl donor s-adenosyl methionine. Application of MTX to early zebrafish embryos results in shortened anterior–posterior axis, cardiac defects, perturbed cell cycles, and highly increased mortality (Lee *et al.* 2012). We treated one-cell embryos with MTX and collected DNA at 3dpf. 

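Methotrexate (MTX) was applied at 400 µM, and MTX-treated and untreated embryos were each represented by 1 methylation-enriched library from 3dpf. Both were sequenced in lane 3, each with its own methylation-poor library, which the paper's Table S1 lists as a control. By the paper's Table S1, the MTX-3dpf library had 16627123 properly paired unique reads, 14.6% fewer than the untreated library. The methylation-poor library of MTX-3dpf had 38340957 and that of untreated 3dpf 45038786. The comparison is of 1 list with another, and no test across replicates is possible. A peak was called unique when no interval of the other list overlapped it by 1 bp or more.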

Methylation was analyzed in the same manner as before (see *Materials and Methods*).

There are three probable outcomes from the MTX treatment in genome-wide methylation patterning. First, there may be no significant difference in methylation. Second, methylation could be reduced globally. Third, methylation intensity could be different at specific genomic positions. We found that genome-wide methylation patterning is largely identical between MTX-treated 3dpf and untreated 3dpf zebrafish (Figure 2A, Figure 5A). 

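Of the peaks in untreated 3dpf, 84949 overlapped a peak in MTX-3dpf, which is 83.4% (95% CI 83.2 to 83.6, Wilson, counting error only). These shared peaks made up 92.5% of the 91872 peaks in MTX-3dpf (95% CI 92.3 to 92.6). The Jaccard index of both lists was 0.781, and the overlap was 31.8 ± 0.594 times (SD of 1000 randomizations) that of randomized positions. With an overlap of at least 100 bp required, 84024 peaks were shared. Limiting each list to peaks at or above its median score moved the count most, to 42622 shared peaks, because each list then held fewer peaks. From this overlap (Figure 5A) and its clustering (Figure 2A), the paper concludes that methylation patterning is largely identical with and without MTX.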

There are some subtle differences. The MTX-3dpf zebrafish have several thousand fewer detected methylation peaks (Figure 5A) consistent with reduced availability of methyl donors. 

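The list of MTX-3dpf was 9.81% shorter than that of untreated 3dpf. It lacked 16919 untreated peaks and held 6923 peaks that the untreated list lacked. Properly paired unique reads were fewer by a larger margin, as given for both libraries in Table S1. The number of peaks was not adjusted for reads. MTX-3dpf had more total reads (86531596 against 85494066) and more with a mapping quality above 5 (49655034 against 45460989). Its library was thus not sequenced less, but fewer of its reads were properly paired and unique. With 1 library each, the difference in peak number has no replicate check. For the lower number, the paper proposes reduced availability of methyl donors.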

The MTX-3dpf zebrafish have lower methylation in introns and exons (Figure 5B). We identified peaks that, among all 3dpf peaks, were unique to MTX treatment and unique to the no-treatment set. 

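The peaks unique to untreated 3dpf had a median score of 12.4, whereas the shared peaks had a median of 95.7 in the same list. Of the unique peaks, 74.6% had a score below 20, against 10.7% of the shared peaks. The peaks unique to MTX-3dpf had a median score of 17.4, against 72.0 for the shared peaks of that list, and 21.6% of them had a score above 100. Each list was divided by score into 10 parts of like size. In the lowest part of the untreated list, 71.7% of the peaks were unique (95% CI 70.9 to 72.6, Wilson). The share was 1.40% in the sixth part and 5.09% in the highest. Among the 1116 untreated peaks that were unique and had a score above 100, 1060 had an MTX-3dpf peak center within 1000 bp. Counting centers within 1000 bp as shared, an alternative chosen after seeing the data, left 13060 unique untreated peaks and 3154 unique MTX-3dpf peaks.

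**Figure D4:**
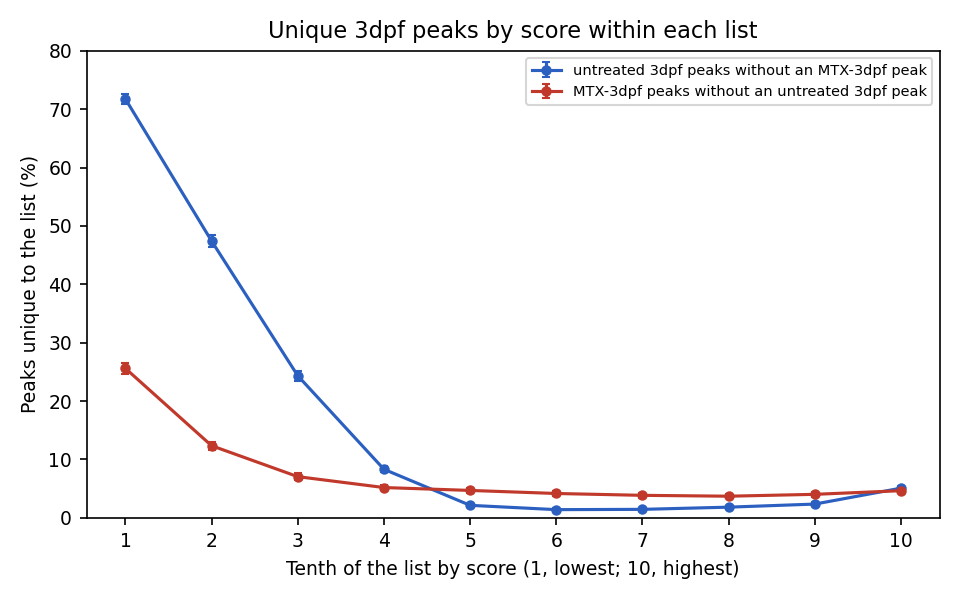
Share of peaks unique to each 3dpf list (%) against score, in 10 parts of the list from the lowest to the highest scores, with Wilson 95% intervals. The untreated list goes from 71.7% in the lowest part to 5.09% in the highest, and the MTX-3dpf list from 25.6% to 4.65%.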

The MTX treatment–unique peaks, compared with the peaks unique to no-treatment, are much less likely to be in CpG islands and exons and more likely to be in LTRs (Figure 5C). GO term analysis of the genes with unique peaks in exons of the MTX-treated set with WebGestalt reveal that there is a weak enrichment of the molecular functional category methyltranferase activity, consistent with the role of MTX in the creation of SAM (Figure S3) (Zhang *et al.* 2005).

**Figure 5:**
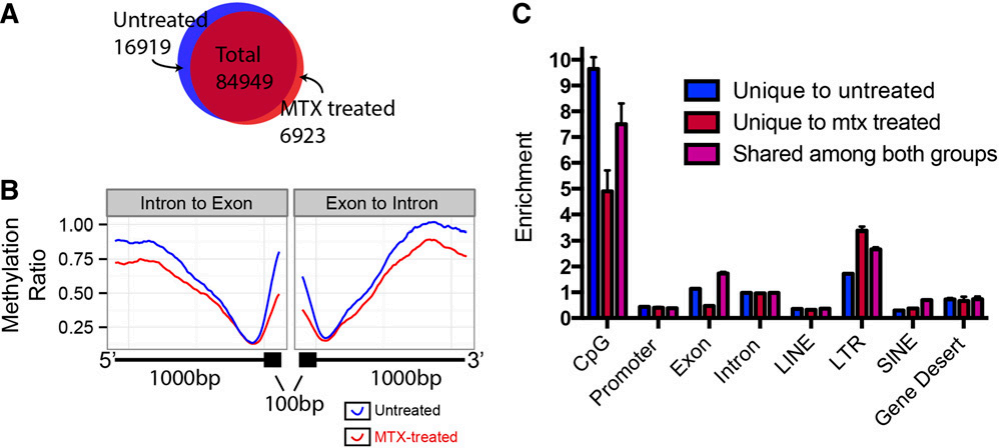
Methotrexate (MTX) treatment of 3dpf zebrafish reduces genome-wide methylation in specific regions. (A) Methylation peak locations were compared between the untreated and MTX-treated 3dpf zebrafish samples. (B) Methylation ratio of 1000 bp of an intron and 100 bp of the adjacent exon, averaged for the entire genome. Untreated 3dpf in blue, MTX-treated 3dpf in red. (C) Enrichment of methylation peaks for peaks unique to the untreated 3dpf (blue), unique to MTX-treated 3dpf (red), and shared (purple) among common genomic elements. CpG refers to CpG islands. Error bars show SD.

## Discussion

### Methylation across the zebrafish genome is unevenly distributed

Despite a long history of studying DNA methylation, only recently has it become possible to analyze, in high-resolution, DNA methylation across the genome. Here, we successfully performed MBD-seq covering the entire zebrafish genome in eight different embryonic tissues and stages and examined the influence of a drug that interferes with the methyl donor producing pathway. At the macro level, methylation is evenly distributed across the 25 chromosomes of the zebrafish. While appearing to be uniform when averaged over long distances, methylated CpGs are not randomly spread across the genome. As expected, methylation density is concentrated in CpG islands and moderately enriched in LTRs. In contrast, LINEs and promoters have lower methylation signals. We also note that terminal tissues and embryonic tissues have different proportions of methylation across the genomic elements, which can be seen most clearly in LTRs, SINEs, and CpG islands.

### Clustering reveals unique methylation signatures for each tissue and corroborates whole-genome bisulfite sequencing analyses

Our unsupervised clustering analysis allows us to distinguish between embryonic and terminal tissues using global methylation patterns alone, which demonstrate that each tissue or time point carries a unique methylation signature. In addition, the distribution of methylation across the clusters produced highlight two trends. First, the majority of the genome-wide methylation signal assayed is shared in a common set of genomic coordinates in the embryonic tissues and a majority in the terminal tissues. 

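The lists of the 4 embryonic samples had a mean of 124859 peaks and covered 25.1 ± 7.54 Mb (SD, n = 4 samples). Those of the 4 terminal tissues had a mean of 56268 peaks and covered 11.3 ± 3.07 Mb (SD, n = 4). Every embryonic list was longer than every terminal list (exact permutation test, two-sided, p = 0.0286 for 4 samples against 4, the smallest p they allow). The samples of a class are different tissues or stages with 1 library each, and the SD is between them.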

Second, the embryonic tissues have more diverse and widespread methylation signal, suggesting that as tissues differentiate CpG methylation is selectively removed or lost.

Publications by Jiang *et al.* (2013) and Potok *et al.* (2013) have recently assessed genome-wide methylation patterning with whole-genome bisulfite sequencing. These authors found that the maternal methylation state predominates after fertilization until approximately the mbt stage, when the embryo more closely resembles the sperm methylome. 

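The peak set closest to that of sperm was that of mbt embryos, with 82746 shared peaks, 85.7% of the sperm peaks, and a Jaccard index of 0.607. The index of sperm with 3dpf was close behind, and that with one-cell embryos was 0.396. At equal numbers of the highest-scoring peaks, sperm and mbt shared 84.0%, sperm and 3dpf 71.9%, and sperm and one-cell embryos 60.9%. The overlap coefficient ranked the lists differently, since liver shared 86.0% of its own peaks with sperm.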

While we did not evaluate the oocyte methylome, our clustering places the sperm methylome most closely with the mid-blastula stage, in agreement with the results of Jiang *et al.* (2013) and Potok *et al.* (2013).

### Meta-gene analysis demonstrates that gene-body methylation is stable across time, but unique among different elements of the gene

We created the meta-gene to represent the methylation anatomy of the “average” gene. These analyses reveal a previously undescribed pattern of methylation signals across the average gene. Specifically, last exons appear to contain a disproportionate amount of methylation. The meta-gene also demonstrates that across the tissues and time points assayed, that gene-body element methylation patterning is largely stable. The only notable difference between embryonic and terminal tissues is that exon methylation is a bit lower compared to intron methylation as the tissues develop.

### The relationship of CpG methylation with transcription is not limited to promoter methylation

Because CpG methylation is classically reported as influencing gene transcription, we merged published RNA-seq datasets with our genome-wide methylation data. This allowed us to probe the relationship between gene-body methylation and transcriptional levels. In contrast to expectation, we found that promoter methylation is not the strongest determinate of transcription levels. Methylation signal in the last exon of a gene is a better predictor than promoter methylation, with increasing methylation associated with higher transcript levels. We note that regions upstream and downstream of genes show stronger correlation between methylation and transcriptional levels than promoter methylation. We also examined the relationship between DNA methylation and patterns of alternative exon splicing. This revealed that methylation status of alternatively spliced exons differs from that of constitutively expressed exons. This observation held true for embryonic and terminal tissues, suggesting that different processes are used to mark spliced out exons in differentiated tissues.

### The influence of methoxtrexate on zebrafish methylation levels and patterning suggest a model for its chemotherapeutic effects

MTX is used in humans as a chemotherapeutic agent and in low doses to treat rheumatoid arthritis. It is a strong inhibitor of the DHFR, which catalyzes the conversion of DHF to THF. This has a major effect on the nucleotide pools available for DNA synthesis. This inhibition is also predicted to reduce the number of methyl donors potentially available for DNA methylation reactions. Previous research has demonstrated that this drug also disrupts zebrafish development. We found that it appears to reduce methylation across the genome, with the strongest effects happening at CpG islands and exons. This suggests that a downstream effect of this drug, besides its known role in nucleotide metabolism, may be to disrupt the methylation patterning of important genome elements and proteins, potentially disrupting transcriptional and protein activity.

Our analysis of methylation patterning in zebrafish reveals that this important model organism has similar canonical methylation patterning as other vertebrates and mammals.

## Summary

In this study, we leverage our datasets against other ChIP-seq and RNA-seq datasets to demonstrate the complexity of methylation patterning in relation to histones, alternative splicing, and transcription. Analysis of disparate genome-wide datasets allows us to make generalizations about the relationships between epigenetic modifications and gene expression, which especially demonstrates the need to re-evaluate the emphasis on promoter methylation being important in modifying gene expression. Our novel meta-gene analysis provides a useful template for analyzing the effects of methylation changes on the gene-body across the genome and highlights how methylation changes across the gene. Further research is needed to determine whether methylation is driving these processes or is a passenger mark. Our work confirms that methylation is a dynamic process. It also highlights the power of using genome-wide analyses, without which the importance of DNA methylation outside of gene promoters would remain hidden from view.

## 

## Supplementary Material

Supporting Information

# Supplementary material for: Genomics of CpG Methylation in Developing and Developed Zebrafish
**Source:** G3 (Bethesda). 2014 Mar 21;4(5):861–9. doi: 10.1534/g3.113.009514
**Supplement:** Supporting Information

Genomics of CpG Methylation in Developing and Developed Zebrafish — Supporting Information 

# Genomics of CpG Methylation in Developing and Developed Zebrafish

## Supporting Information for McGaughey *et al.*, 2014

**Files in this Data Supplement:**

- Supporting Information - Figures S1-S4 and Tables S1-S3 (PDF, 1 MB)
- Figure S1 - Concordance of MBD-seq and Jiang *et al.* whole genome bisulfite-seq (WGBS) at the MBT time point in zebrafish. (PDF, 158 KB)
- Figure S2 - MACS2\_score versus bisulfite-converted CpG methylation (sanger sequencing). (PDF, 162 KB)
- Figure S3 - WebGestalt molecular function GO term analysis genes with unique exon peaks in 3dpf methotrexate treated zebrafish relative to control 3dpf zebrafish. (PDF, 334 KB)
- Figure S4 - Clustering of RNA-seq expression across the six cell types. (PDF, 1 MB)
- Table S1 - Enrichment performance of the NEB EpiMark 5-mC system. (PDF, 128 KB)
- Table S2 - Enrichment performance of the NEB EpiMark 5-mC system. (PDF, 128 KB)
- Table S3 - Primer sequence and coordinates for primers used in Table S2. (PDF, 127 KB)

# Supplementary material for: Genomics of CpG Methylation in Developing and Developed Zebrafish
**Source:** G3 (Bethesda). 2014 Mar 21;4(5):861–9. doi: 10.1534/g3.113.009514
**Supplement:** Supporting Information

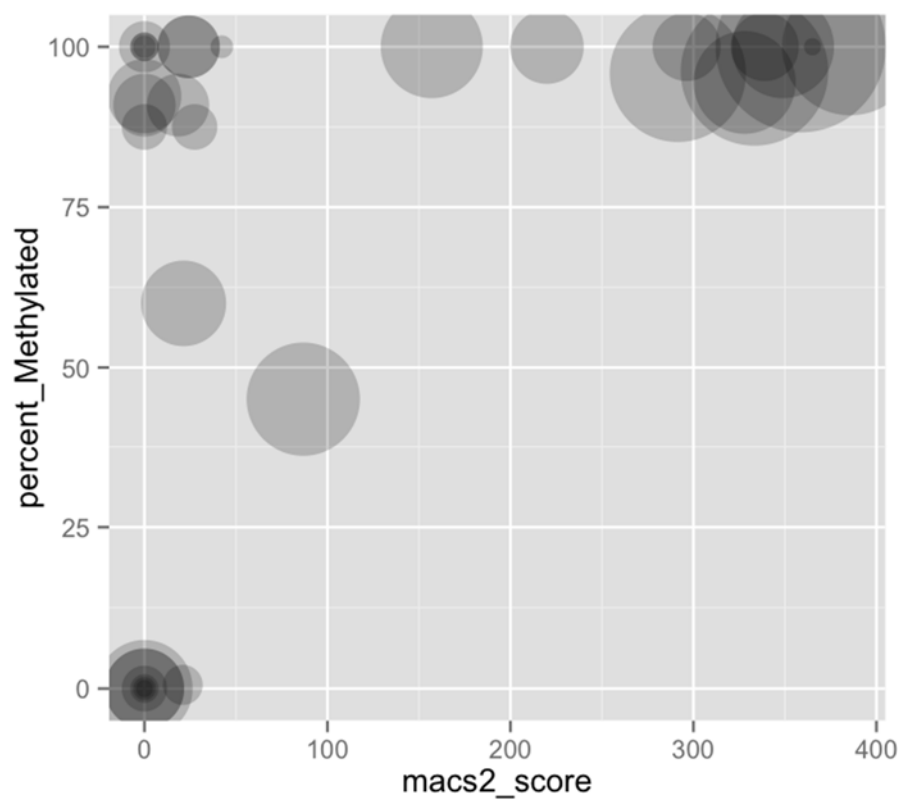

**Figure S2** MACS2\_score versus bisulfite-converted CpG methylation (sanger sequencing). MACS2 score is on the x-axis with percent CpG methylation on the y-axis, as determined by bisulfite conversion and sanger sequencing. The size of the dot is proportional to the number of CpGs assayed.

# Supplementary material for: Genomics of CpG Methylation in Developing and Developed Zebrafish
**Source:** G3 (Bethesda). 2014 Mar 21;4(5):861–9. doi: 10.1534/g3.113.009514
**Supplement:** Supporting Information

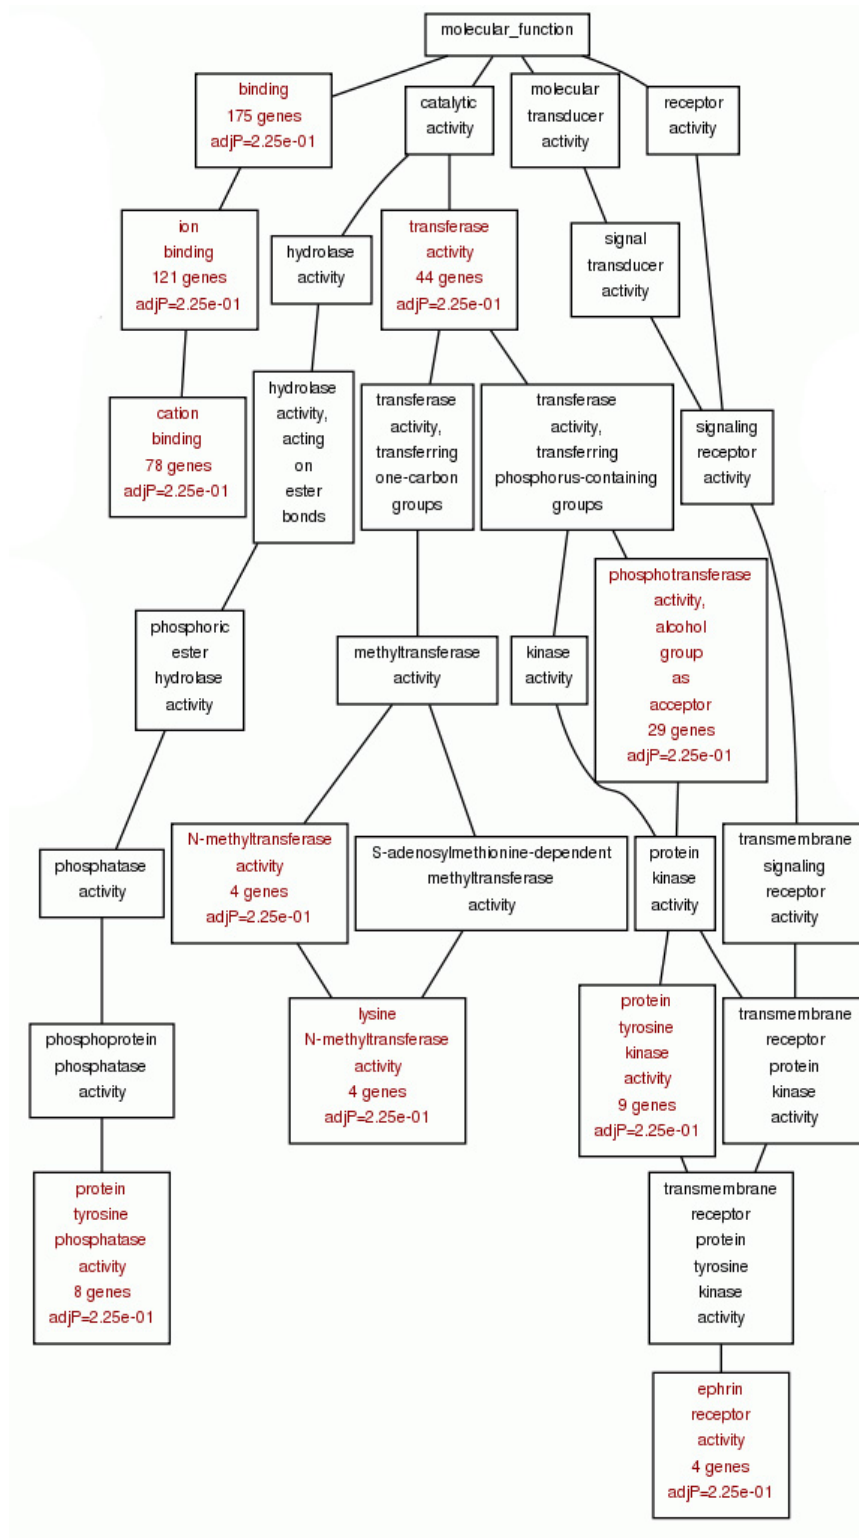

**Figure S3** WebGestalt molecular function GO term analysis genes with unique exon peaks in 3dpf methotrexate treated zebrafish relative to control 3dpf zebrafish.

# Supplementary material for: Genomics of CpG Methylation in Developing and Developed Zebrafish
**Source:** G3 (Bethesda). 2014 Mar 21;4(5):861–9. doi: 10.1534/g3.113.009514
**Supplement:** Supporting Information

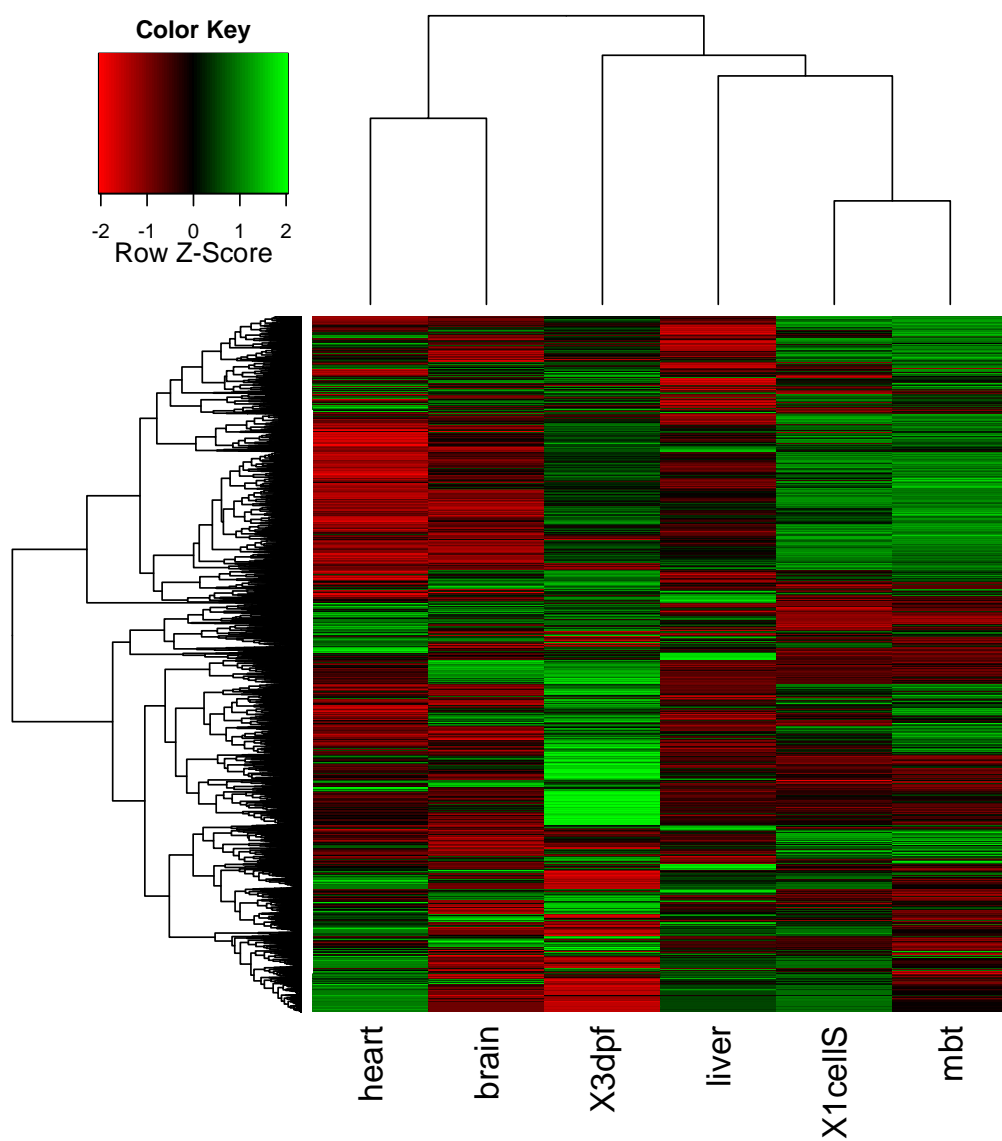

**Figure S4** Clustering of RNA-seq expression across the six cell types. All zebrafish genes are clustered on the rows.

# Supplementary material for: Genomics of CpG Methylation in Developing and Developed Zebrafish
**Source:** G3 (Bethesda). 2014 Mar 21;4(5):861–9. doi: 10.1534/g3.113.009514
**Supplement:** Supporting Information

**Table S1 Enrichment performance of the NEB EpiMark 5-mC system.** Ct scores from qPCR are shown along with the standard deviation. Enrichment is calculated by comparing Ct values from regions known to be methylation positive (me+) to regions known to be methylation poor (me-).

| Lane | Tissue     | Number of Total Reads | Number of Reads mapQ > 5 | Number of Properly Paired Unique Reads, mapQ > 5 |
|------|------------|-----------------------|--------------------------|--------------------------------------------------|
| 4    | Brain      | 87,411,962            | 40,717,029               | 17,146,152                                       |
|      | UnMe Brain |                       |                          |                                                  |
| 4    | (Control)  | 93,316,244            | 74,579,958               | 37,140,721                                       |
| 4    | Liver      | 89,493,944            | 43,088,933               | 18,221,225                                       |
| 4    | Heart      | 88,729,694            | 42,024,288               | 18,593,167                                       |
| 4    | Eye        | 86,522,756            | 39,303,576               | 14,639,460                                       |
| 5    | Brain      | 89,582,450            | 41,089,919               | 17,344,084                                       |
|      | UnMe Brain |                       |                          |                                                  |
| 5    | (Control)  | 89,959,638            | 71,824,799               | 35,933,160                                       |
| 5    | 1-cell     | 69,856,440            | 45,189,947               | 15,677,629                                       |
| 5    | Sperm      | 75,491,368            | 42,197,998               | 19,429,347                                       |
| 5    | MBT        | 63,402,436            | 36,063,223               | 17,375,340                                       |
| 3    | 3dpf.mtx   | 86,531,596            | 49,655,034               | 16,627,123                                       |
| 3    | 3dpf       | 85,494,066            | 45,460,989               | 19,458,515                                       |
|      | 3dpf.mtx   |                       |                          |                                                  |
|      | UnMe       |                       |                          |                                                  |
| 3    | (Control)  | 95,881,946            | 76,243,106               | 38,340,957                                       |
|      | 3dpf UnMe  |                       |                          |                                                  |
| 3    | (Control)  | 95,881,946            | 89,661,095               | 45,038,786                                       |

# Supplementary material for: Genomics of CpG Methylation in Developing and Developed Zebrafish
**Source:** G3 (Bethesda). 2014 Mar 21;4(5):861–9. doi: 10.1534/g3.113.009514
**Supplement:** Supporting Information

**Table S3** Primer sequence and coordinates for primers used in Table S2.

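The primers of Table S3 amplify the tert locus, which the paper cites as methylation-rich, and the sox2 locus, which it cites as methylation-poor, and the paper compared both in captured and flow-through DNA to measure enrichment. The tert amplicon lies on Zv9 chromosome 19 from 605507 to 605752, and the sox2 amplicon on chromosome 22 from 40332024 to 40332146. A peak overlapped the tert amplicon in 8 of the 9 samples, by between 39 and 84 bp. In eye the nearest peak ended 24 bp from it. Within its list, the nearest peak to tert ranked by score from the percentile 28.1 in MTX-3dpf to 97.6 in one-cell embryos, with 59.1 in 3dpf. No sample had a peak at the sox2 amplicon, and the nearest peak was 8885 bp away, in one-cell embryos, and up to 19366 bp away in MTX-3dpf.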

|                        |                             |
|------------------------|-----------------------------|
| sox2 FP                | ttgcacctgtacctccgaa         |
| sox2 RP                | gaaatccacagccactcttg        |
| sox2 coordinates (Zv9) | chr22:40,332,024-40,332,146 |
| tert FP                | agacggctacagcaggacag        |
| tert RP                | agcgtttagccatgaactcc        |
| tert coordinates (Zv9) | chr19:605,507-605,752       |

How the deposited data were processed for this re-analysis (not part of the article)

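MBD-seq was performed by the authors on sperm, one-cell, mbt and 3dpf embryos, MTX-treated 3dpf embryos, and eye, brain, heart and liver, with 1 methylation-enriched library per condition, sequenced in 2 lanes for brain. The authors aligned the reads to Zv9 with BWA, kept properly paired reads that passed a mapping quality filter, and called peaks with MACS2 against methylation-poor libraries. The deposited lists give an interval around each peak center and a score, whose unit the paper's text does not name. The score was used only within a list. The number of properly paired reads per library is the paper's, from Table S1, and was between 14639460 and 19458515 per enriched library and lane.

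From the lists, the number of peaks, their spread over the 25 chromosomes, and their overlaps were computed with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and scikit-learn 1.9.0. Overlap of at least 1 bp counted as shared, as counted on the shorter list. Expected overlaps came from 1000 randomizations of positions, drawn without regard to sequence content. The classes were compared by an exact permutation test over the 35 divisions of the 8 untreated samples, chromosome counts by permutation tests with 100000 resamples, and shares by Wilson 95% intervals. Windows of 200 bp were clustered by k-means with 14 clusters in 100 runs. No test across replicates was possible.

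The functions were tested on simulated lists. All built-in shared peaks were recovered, and unrelated lists gave 102% of the expected overlap. All 20 single-start k-means runs were first required to recover built-in groups, and 19 did. The remaining run had ended in a local optimum. Single starts were kept, because the paper speaks of how often runs give a grouping, and the requirement was changed, after that outcome and before k-means results of the deposited lists were looked at, to recovery by the run with the lowest within-cluster sum of squares.

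The genes named were limited beforehand to tert and sox2, and the chromosomes to the one that departed most in each sample. Chromosome 22, the densest, falls outside this rule and was chosen after its values were seen. A comparison of scores at shared peaks between untreated and MTX-treated 3dpf was planned and computed, but is not reported, because a score was used only within its list. Genomic features, histone marks, gene expression and splicing were not analysed here, and a Zv9 sequence or annotation was not used here. Alternatives were a stricter overlap, higher scores, equal numbers of peaks, merged peaks, base pairs covered, other similarity measures, fewer clusters, and samples left out.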

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

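Except for the correlation of sequencing depth with the number of peaks, all tests in this part were chosen after the results were seen. That includes the comparison of one-cell, mbt and MTX-3dpf with heart and liver, which was added once the correlation was known. Of 12 groups of 4 samples examined, 3 held a sample far from the others, where chance gives 0.6.

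Brain had 79008 peaks, far above the other terminal tissues, which had between 45785 and 50170. Across the 9 samples, the number of peaks did not follow the number of reads (Spearman's rho 0.0333, two-sided exact permutation p = 0.948, and Pearson's r -0.138, two-sided exact permutation p = 0.676). Without eye and brain, the samples farthest from the median number of reads, r was -0.606. No lane held enough samples for a correlation of its own. One-cell, mbt and MTX-3dpf had fewer reads and more peaks than heart and liver, which argues against depth as the cause of the differences over all samples. Within the terminal tissues depth remains open, because brain had 34490236 reads and the brain peaks absent from eye, heart and liver lay at low scores, with a median of 36.7 against 256 for the other brain peaks. A property of the tissue was not tested and stays open.

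In brain, 9.68% of the peaks were found in no other sample, against 0.365% to 0.526% in eye, heart and liver. At equal numbers of the highest-scoring peaks the share was 11.3%, above the 1.71% of eye, so the length of the list does not account for it. Displaced peak centers could account for a part, since 28.8% of these peaks, and 41.6% of those at or above the median score of the list, had a peak center of another sample within 1000 bp, where random positions gave 22.1%. Most had none in both sets, which argues against displaced centers as the whole cause. A property of brain tissue was not tested and stays open, as does the pooling of lanes.

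In one-cell embryos, 34.6% of the peaks were found in no other sample. The share was 27.1% at equal numbers of the highest-scoring peaks, against 3.36% in sperm and 4.20% in MTX-3dpf, so the length of the list is not the whole cause. Only 18.5% of them had a peak center of another sample within 1000 bp, where random positions gave 16.6%, which argues against displaced centers as the main cause. Among those at or above the median score of the list, 42.0% had one. The stage itself and the quality of this library were not tested and stay open.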

How the results depend on the processing

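The alternatives were set before the data were examined, except 4 chosen after the results were seen: centers within 1000 bp as shared, leaving out one-cell embryos, a tolerance of 100 bp at the amplicons, and equal numbers or higher scores for chromosome 4 beyond 25 Mb.

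Merging peaks and counting base pairs left the numbers of peaks and their correlations with chromosome length almost as they were by construction, because the intervals, apart from 1 in sperm and 1 in eye, have the same width and hardly overlap, so they say nothing about stability. Of the other alternatives, the 25 chromosomes alone kept every number of peaks within 1.5 times the listed one. The correlations stayed positive and past the threshold, with r from 0.652 to 0.851 with peaks at or above the median score and from 0.816 to 0.915 without chromosome 4. All 144 recomputed pairwise overlaps stayed above randomized positions, from 13.5 to 132 times, but these positions disregard sequence content in every setting. The difference between the mean index within and between the classes stayed above 0 under all 7 alternatives, at p = 0.0286 by the one-sided exact permutation test, the smallest p the splits allow. The tree of the samples set apart one-cell embryos alone, and not the classes, at equal numbers of peaks and with the overlap coefficient. By the overlap coefficient the difference (0.0473) came from the terminal tissues, since embryonic samples were less alike (0.794) than samples of different classes (0.804). The count of k-means runs that parted the classes was 46, and 66, 41 and 41 under the alternatives.

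The median share of peaks common to all samples, 28.0%, was 22.6% with an overlap of at least 100 bp, 24.8% with peaks at or above the median score, 33.5% with equal numbers of the highest-scoring peaks, 31.1% with the 8 untreated samples, and 37.9% when presence in 7 of the other 8 samples was enough. Asking for 7 of 8 relaxes the criterion by construction, and a longer overlap tightens it. Leaving out MTX-3dpf relaxes it too, but also removed the sample that was itself the median. The shares of single samples then moved less than the median, from 27.4% to 28.0% in sperm and from 33.5% to 34.2% in brain. For higher scores and for equal numbers the cause was not tested. The shares of single samples at equal numbers lay between 32.7% and 33.7%, which common peaks that match nearly one to one over lists of equal length give by construction. Of 44 shares of single samples, 43 moved by more than their counting interval.

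With peaks at or above the median score of their sample, 3dpf and MTX-3dpf shared 42622 peaks, with 8312 unique to 3dpf and 3314 unique to MTX-3dpf, because each list then held fewer peaks. With equal numbers of the highest-scoring peaks from both, 9724 were unique to each, as the lowest-scoring untreated peaks were left out. That both numbers are the same follows by construction from lists of equal length whose peaks match one to one. Counting centers within 1000 bp as shared left 3154 unique to MTX-3dpf, since the criterion is wider. A tolerance of 100 bp raised the samples with a peak at the tert amplicon from 8 to 9. On chromosome 4 beyond 25 Mb, the classes differed by 1.56, 1.95 and 1.64 percentage points with all, equal numbers of, and higher-scoring peaks. With 1 library per condition, no alternative could leave out a replicate.

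The whole peak as called was not run, because the intervals already were centered. Enrichment in genomic features was not run.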

Differences from the paper's values

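All values here were obtained with peaks in place of ChromHMM states. The count of peaks found in all embryonic samples was chosen after the results were seen. For brain, the cluster with peaks in all samples held 38.4% of the windows, against the paper's more than 60% of methylation signal. None of the alternatives set before the data were examined reached that bound. With 10 clusters the value was 41.3%, which is less than 1.5 times below the bound itself, and equal numbers of peaks (33.4%) and leaving out MTX-3dpf (37.7%) left it further away. For 3dpf the value was 30.1%, against about 62% in Fig. 2C, read by eye, and no alternative set before the data were examined closed the gap, with values of 34.5%, 33.0% and 29.6%. For MTX-3dpf the value was 32.9%, against about 51% in Fig. 2C, read by eye. With 10 clusters it was 35.8%, within 1.5 times the paper's, and with equal numbers of peaks it was 33.5%.

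The paper places most embryonic methylation outside the one-cell stage in this cluster, whereas the median shares here were 31.5% in sperm, 24.8% in mbt and 30.1% in 3dpf. For sperm and mbt, the paper's own values of about 35% and about 30% in Fig. 2C, read by eye, differ from these by less than 1.5 times. It ranks eye below brain, heart and liver, whereas eye had the highest share here, 65.1%. With equal numbers of peaks, the 4 terminal tissues lay between 33.4% and 34.7%, which lists of equal length give by construction, so this setting cannot rank them. The paper gives a larger share for the cluster of the embryonic tissues than the peaks found in all 4 of them and not in brain, heart and liver made up here, between 7.01% and 13.0%. The paper groups 3dpf with the terminal tissues in more of its runs than the 20 of 100 found here, or 34 when other samples could join that group. With 10 clusters these numbers were 24 and 48, with equal numbers of peaks 20 and 24, and without MTX-3dpf 11 and 28.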

Other observations

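The tests on the number of called peaks, on lane for the difference between classes, and on depth for MTX-3dpf were set before the data were examined. The tests on chromosome 4, on displaced centers and on brain were chosen after the results were seen. For all of these tests, and for those of the flagged results, the rules for judging the values were written after most values had been seen.

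The difference between the embryonic and terminal peak sets was 0.153 by the Jaccard index at equal numbers of the highest-scoring peaks (exact permutation p = 0.0286), so it is not due to the lengths of the lists alone. Lane and class cannot be told apart, because lanes other than those of brain hold samples of 1 class. At equal numbers, brain, partly from lane 5, had a mean index of 0.438 with the lane 5 samples, below the 0.463 of eye, but with all peaks it was above eye, heart and liver (0.417 against at most 0.312), and 3dpf from lane 3, at equal numbers, was no closer to lane 5 (0.513) than to eye, heart and liver (0.520). The latter comparison rests on one-cell embryos, since the index with sperm and mbt alone was 0.582.

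Terminal tissues had a larger share of their peaks on chromosome 4. Beyond 25 Mb of chromosome 4 the share was 4.17% ± 0.379 (SD, n = 4 samples) in terminal tissues and 2.61% ± 0.359 (SD, n = 4) in embryonic samples, with no overlap between them (exact permutation test, two-sided, p = 0.0286, the smallest p the design allows). The division at 25 Mb was chosen after seeing the data. On the first 25 Mb the order was the opposite, 0.819% against 1.10%, although there the classes were not past the threshold at equal numbers of peaks (two-sided exact permutation p = 0.114). The difference beyond 25 Mb was 1.95 percentage points at equal numbers of the highest-scoring peaks, which argues against the number of peaks as the cause. Sperm, one-cell and mbt reached at most 3.05%, below the lowest terminal tissue at 3.91%. This argues against the control library if they and the terminal tissues were all called against methylation-poor brain DNA. The paper's text does not name the control of each list. Its Table S1 gives methylation-poor libraries for brain, 3dpf and MTX-3dpf only. Lane cannot be told apart from class here, although brain, partly from lane 5, had the highest share at 4.73%. The classes were fully separated on 6 of the 25 chromosomes, where chance gives 0.714, and 1 of the 35 divisions of the samples, the real one, separated as many. Of these 6, only chromosome 4 was higher in terminal tissues, and 5 were higher in embryonic samples. The shares of a sample have a fixed sum, so a larger share on chromosome 4 lowers the others, and the 6 are not independent. After adjustment over 25 chromosomes the smallest p of these exact permutation tests was 0.119, so no single chromosome passed. With 6 chromosomes at 0.0286, the smallest p the design allows, none could pass, so this decides nothing about chromosome 4. Tissue, the sex of the animals (the adult tissues came from females and sperm from males) and reads shared between repeated sequences were not tested and stay open.

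The peaks unique to untreated 3dpf had a median score of 12.4, near the lower end of the list. Fewer properly paired unique reads in MTX-3dpf would give this, although its total reads were not fewer. A small loss of methylation could give the same, so the number of properly paired unique reads is one candidate explanation and the treatment another. Unique peaks of high score may largely be displaced centers. Of those with a score above 100, 94.98% in untreated 3dpf and 85.1% in MTX-3dpf had a center of the other list within 1000 bp, where 15.2% and 14.0% of shared peaks of such scores had a further one.

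At equal numbers of peaks, eye, heart and liver shared between 90.5% and 91.3% of their highest-scoring peaks with each other on average. They shared at most 78.7% with brain. With all peaks, brain held 89.0% of the eye, 89.1% of the heart and 88.9% of the liver peaks. Among eye, heart and liver the corresponding shares ran from 85.2% to 94.7%. The gap thus depends on how the lists were cut, so these values do not decide whether the depth of brain was the cause. Lane 5 reads as the cause cannot be told apart from the tissue. Compared with the lowest of eye, heart and liver, the mean index of brain with the lane 5 samples differed by -0.0248 at equal numbers of peaks, but with peaks at or above the median score brain was closer to them (0.362 against at most 0.294), as it was with all peaks. Of the high-scoring brain peaks absent from these tissues, 31.9% had one of their centers within 1000 bp, so displaced centers could account for a part. A property of brain tissue was not tested.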
